A study of Mus musculus with 8 samples. Its data were reported in "YAP-driven malignant reprogramming of oral epithelial stem cells at single cell resolution" (2025).

How the data were processed

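Single viable cells from mouse tongue epithelium were sorted and profiled by 3' droplet sequencing in 8 libraries, 2 for each of the groups N, E, Y and EY, 15 days after induction. The deposited matrices hold counts made by the authors with Cell Ranger, as unscaled UMI counts per gene and cell barcode, 1 matrix per library. They hold the barcodes that Cell Ranger called as cells, with no later cell filter: the lowest total was 500 UMIs, and cells above the mitochondrial limit of the study were present. Gene positions came from the GENCODE annotation of GRCm38, which held 32158 of the 32285 gene identifiers (99.6%). Group membership was taken from the labels. The title of N2 carries more than 1 animal number, so it may pool animals, and every library was treated as 1 replicate.

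Cells were kept under the authors' limits of at least 1000 and at most 5500 genes, at most 30000 UMIs and at most 7% mitochondrial UMIs. Mitochondrial UMIs over the limit were found in 16.9 to 25.5% of the cells of a library, and 13.1 to 34.3% had too few genes. Haemoglobin genes took 0.0147 to 2.51% of UMIs. Median UMIs per cell before filtering ranged from 6239.5 to 11016.5. No doublet caller was used, as in the study. Counts were normalised to 10000 per cell and logged. The 3000 most variable genes, 30 principal components, 50 neighbours and Leiden clustering at resolution 0.3 (seed 1) separated epithelial, immune and other cells, and the epithelial and immune branches were clustered again in the same way. Clustering used Python 3.11.15 with scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Figures were drawn with matplotlib 3.10.9.

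Clusters were named from marker lists as resembling a class, for example neutrophil-like. The class's score was the mean, over its markers reaching 10 CPM in some cluster, of the cluster's CPM divided by the highest cluster's CPM, and the class with the highest score was taken. A marker counted as detected when at least 20% of the cluster's cells held it and its CPM was at least 2 times that of the lowest cluster. A cluster stayed unnamed when under 3 markers or under 50% of the class's markers were detected, when another class had more markers among the cluster's 10 leading genes, or when its cells held under 33.3% of their library's median UMIs with none of its own markers among those genes. The gland-like cluster of 436 cells was left unnamed by 1 leading gene, Ltf, which is on the neutrophil list, and the epithelial cluster of 222 cells by 1, Acta2. The marker lists were fixed before the data were examined. The naming rule was not: it was rewritten several times after looking at tables of cluster markers that also showed cells per library, and it was settled before any gene was tested. Its last change took a cluster of 121 cells, led by Il13, Il5 and Calca, out of the T-cell-like class. Among named clusters, epithelial-like ones included a cluster led by Ifi44 and Ifit1 and one led by Crct1, Klk12 and Il24, and a monocyte- or macrophage-like one was led by Saa3, Saa1 and Csf3.

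The tests, gene lists, panel, rule for named genes and first set of alternatives were chosen before the data were examined. Shares were computed per library: immune cells of epithelial plus immune cells, and each immune class of all immune cells, with 95% exact Clopper-Pearson intervals and, for a count of 0, the share that 3 cells would give. They were compared by a two-sided exact permutation test of the difference in means, 4 libraries with a transgene against 4 without, over 70 labellings (35 when 1 library was left out), with Benjamini-Hochberg adjustment over 6 shares. Cycling cells and cells high in YAP targets were counted after thinning each epithelial-like cell to 2000 UMIs. The limit for YAP targets was the 95th percentile of N cells.

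For gene tests, UMIs were summed per library over the cells of a class, with at least 20 cells required. They were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM scaling with factors from 0.951 to 1.04, quasi-likelihood test). A model with a mean for each group gave the pairwise contrasts and the interaction, and an additive model gave the effect of each transgene. Standard errors are the absolute log2 fold change divided by the square root of F. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called. Named genes were the 4 largest rises and 3 largest falls among called genes with a mean of at least 20 CPM in 1 of the groups, no overlap between the groups' libraries, and no other named class over 5 times higher. Every gene of a fixed panel of 28 was added. CPM of named and panel genes use the TMM-scaled library size. The gene sets were YAP targets, G1/S, G2/M, p53 targets, Interferon-stimulated, Hypoxia/glycolysis, Partial EMT (epithelial-mesenchymal transition), Squamous differentiation, Basal progenitor, mTORC1 signalling and Granulocyte attractants. They were tested with camera (preset correlation 0.01) and fry from limma 3.58.1. A list of 54 genes of meiosis was written later, before its values were seen.

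The steps were tested on simulated data with 200 changed genes. The share of calls that were false was 3.94% for EY against N, 6.38% for the interaction, 7.69% for the YAP effect and 3.98% for the E6-E7 effect in epithelial-like cells, and 5.88% and 3.53% for monocyte- or macrophage-like and T-cell-like cells, where 80.0 and 82.0% of the changed genes were recovered. Of 10 unchanged simulated gene sets, 0 had a camera p under 0.05. Those sets were random genes drawn independently of each other. They therefore do not test camera on sets whose genes vary together between libraries.

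Alternatives chosen in advance were a minimum of 200 genes, a maximum of 20% mitochondrial UMIs, removal of Scrublet calls, resolution 1.0, classing each cell by its largest marker share, thinning to 3000 UMIs, RLE scaling, DESeq2 1.42.0, no filter on low counts, an adjusted p under 0.01 with a log2 fold change over 1, leaving out genes over 5 times higher in another class, equal cells and UMIs (166 cells and 2211553 UMIs per library), only the 4 libraries compared, and leaving out each library. Where Scrublet's own threshold marked under 0.5% of cells (E1, E2 and EY1), the highest scores were removed at 0.8% per 1000 cells. Alternatives chosen after seeing the data were no upper limits on genes and UMIs, cells without a UMI of Mki67 or Top2a, adding the unnamed epithelial clusters, counting the haemoglobin-led cluster as neutrophil-like, and leaving out each library for gene sets and immune-cell genes. Other than in the alternatives named, cells of unnamed clusters were left out of the gene tests and counted in the shares only in the totals of the epithelial and immune branches. Whether reads of the transgenes were aligned to mouse genes was not analysed here.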

Results

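The study asked how normal oral epithelial cells change when 2 cancer-related programmes are switched on in them. Single cells were prepared from the tongue epithelium of mice in which a Cre recombinase driven by the Krt14 promoter, active in basal epithelial cells, permits doxycycline-dependent transgene expression. Control mice (N) had the regulatory transgenes and the transgene of neither programme. E mice also carried the E6-E7 oncogenes of a human papillomavirus, Y mice a constitutively active form of the transcriptional coactivator YAP1, and EY mice both transgenes. There were 2 single-cell libraries per group and 8 in all, taken 15 days after induction. Libraries are named by group and replicate (N1, N2 and so on).

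The matrices held 42550 cells. Cells per library ranged from 2916 (E2) to 8139 (Y1), and molecules, counted by unique molecular identifiers (UMIs), from 46483469 (E2) to 102427359 (Y1). After the cell filters 25199 cells were left, from 1520 (E2) to 5407 (Y1). The epithelial-like cells tested below were unevenly spread. There were 3406 in N1, 399 in N2, 3981 in E1, 555 in E2, 1319 in Y1, 1041 in Y2, 166 in EY1 and 2054 in EY2. Their summed UMIs ran from 2388619 in EY1 to 54468034 in E1, so a gene at a given level in CPM (UMIs scaled by the total of the library) rested on the fewest molecules in EY1. The upper limits on genes and UMIs per cell removed 1.37% of all cells of N1 and 16.2% of those of E2. Clustered without these limits, epithelial-like cells numbered 491 in EY1, 958 in E2 and 1655 in Y2, against 3478 in N1.

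The labels were checked first against the mouse gene Yap1, which is not the induced YAP1 transgene itself. Mouse Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596, minus strand, GRCm38) was at 34.6, 42.4, 31.2 and 46 CPM in N1, N2, E1 and E2. The values were 219 CPM in Y1, 453 in Y2, 223 in EY1 and 177 in EY2. All 4 libraries with the YAP transgene thus lay above all 4 without it. The log2 fold change was 2.38 for EY against N (SE 0.36, edgeR adjusted p 0.00839) and 3.13 for Y against N (SE 0.37, adjusted p 0.0259). The transgenes were not among the features, and how far their transcripts were counted as mouse Yap1 was not analysed here. For E6-E7 the checks fixed in advance were Mcm2, Ccne1, Cdkn1a, Mdm2 and Cdkn2a. Mcm2 (ENSMUSG00000002870, chromosome 6, 88883474 to 88898780, minus strand) is a replication gene. It was at 12.1 and 5.09 CPM in N1 and N2, 39.1 and 25.7 in E1 and E2, 14.04 and 26.1 in Y1 and Y2, and 38.4 and 45.0 in EY1 and EY2. The rise was 2.22 for EY against N (SE 0.45, adjusted p 0.0164), and 1.85 for E against N (SE 0.44), which fell short of the threshold at an adjusted p of 0.354 although both E libraries lay above both N libraries. Y2, which lacks E6-E7, lay above E2, so Mcm2 did not separate all libraries with E6-E7 from all without it. Cdkn2a, whose transcript rises in many cells expressing E7, stayed under 0.5 CPM in every library and was over 5 times higher in another cell class, so it gave no check. Ccne1 did not separate the libraries either, at 7.46 CPM in E2 against 14.1 in Y2. For Cdkn1a and Mdm2 the EY and N libraries overlapped.

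The first comparison was of cell makeup, to ask whether the immune share and the immune classes differed with the transgenes. Immune cells made up 15.3% of epithelial plus immune cells in N1 (642 of 4197 cells, exact Clopper-Pearson 95% interval 14.2 to 16.4%) and 74.6% in N2 (1369 of 1834, 72.6 to 76.6%). The shares were 14.3% in E1, 61.9% in E2, 73.8% in Y1, 53.3% in Y2, 89.1% in EY1 and 31.5% in EY2. Replicates of a group therefore differed by far more than counting error. The mean over the 4 libraries with the YAP transgene was 20.4 percentage points higher than over the 4 without it (two-sided exact permutation test over 70 labellings, p 0.343), and 1 of these 4 lay above the highest library without it. Leaving out 1 library gave 11.6 (N1), 31.4 (N2), 11.3 (E1) or 11.3 (EY1) points. With E6-E7 the mean was 5.06 points lower (exact permutation p 0.857), a difference whose sign depended on single libraries: it was −18.4 without EY1 and 6.57 without E1. Intervals and floors here and below cover counting error only.

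Within the immune cells, neutrophil-like cells were 0 of 642 in N1, which allows a share of up to 0.467%, and 0 of 701 in E1, which allows up to 0.428%. Their share was 0.438% in N2 (6 of 1369, exact interval 0.161 to 0.951%), 0.107% in E2 (1 of 937, 0.00270 to 0.593%), 7.88% in Y1 (313 of 3970, 7.06 to 8.77%) and 0.833% in Y2 (10 of 1200, 0.400 to 1.53%). In EY1 it was 36.8% (593 of 1613, 34.4 to 39.2%) and in EY2 21.0% (205 of 975, 18.5 to 23.7%). All 4 libraries with the YAP transgene lay above the highest library without it, with means of 16.6% ± 15.8 (SD, n = 4) against 0.136% ± 0.208 (exact permutation p 0.0286, the smallest that 70 labellings can give). Adjusted over the 6 shares tested, the p was 0.0857, and the difference of 16.5 points was not past the threshold. It was 9.78 points without EY1. The alternative that moved it most was a minimum of 200 instead of 1000 genes per cell: the shares were then 7.78, 19.8, 16.7 and 11.8% in N1, N2, E1 and E2 and 10.9, 4.93, 43.7 and 27.4% in Y1, Y2, EY1 and EY2, and the difference of 7.70 points no longer separated the arms (exact permutation p 0.486). At 200 genes the class also took in a cluster led by Csf3r, Treml4 and Hdc, with 384, 268, 58 and 39 cells of N, E, Y and EY. Its cluster led by Ngp, Retnlg and Camp, genes that also led the main class, held 10, 4, 463 and 1170. The shares at 200 genes therefore count a further kind of cell. With E6-E7 the neutrophil-like share was 12.2 points higher (exact permutation p 0.400, adjusted p 0.600), and 4.76 points without EY1. An exact permutation test of 2 libraries against 2 cannot give a p under 0.33, so it was not used for EY against N. No test of another kind was run on the shares, so EY against N stayed untested for all of them.

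NK-cell-like cells were 2.96% of immune cells in N1, 16.8% in N2, 10.6% in E1 and 9.71% in E2, against 2.02, 2, 2.48 and 0.205% in Y1, Y2, EY1 and EY2. All 4 libraries with the YAP transgene lay below the lowest of the others, by a mean of −8.33 points (exact permutation p 0.0286, adjusted p 0.0857). The class shares are parts of 1 total, so more neutrophil- or monocyte-like cells lower the NK-cell-, dendritic- and T-cell-like shares. Counted beside T-cell-like cells, NK-cell-like cells did not separate the arms: 19 to 412 in N1 against 40 to 272 in EY1. Only EY1 of the libraries with the YAP transgene exceeded N1 in this way. Monocyte- or macrophage-like cells were 14.3, 16.3, 37.1 and 12.6% in N1, N2, E1 and E2 and 34.3, 32.1, 39.6 and 49.9% in Y1, Y2, EY1 and EY2, a difference of 18.9 points (exact permutation p 0.0857, adjusted p 0.129), with 2 of 4 libraries above the highest without the transgene. Dendritic- or Langerhans-like cells differed by −3.57 points (exact permutation p 0.0857, adjusted p 0.129) and T-cell-like cells by −18.1 points (exact permutation p 0.171, adjusted p 0.206). For both, 2 of the 4 libraries lay below the lowest library without the transgene. T-cell-like cells were 57.1% ± 10.0 of immune cells in N, 47.0% ± 15.03 in E, 49.0% ± 3.50 in Y and 18.8% ± 2.80 in EY (SD, n = 2). For E6-E7 the differences were 10.6 points for monocyte- or macrophage-like, −2.84 for dendritic- or Langerhans-like, −20.1 for T-cell-like and −0.206 for NK-cell-like cells. The exact permutation p-values ranged from 0.114 to 0.971, and none passed the threshold after adjustment. The NK-cell-like difference changed sign with single libraries, from −1.81 without E1 to 3.41 without N2, and the monocyte or macrophage one moved from 10.6 to 18.0 points without E2 and to 5.53 without EY2. Y1 had the lowest dendritic- or Langerhans-like share without E6-E7 (2.52%, with 7% in Y2 the next). That difference would therefore be larger in size without Y1. No cluster carried the B-cell, plasma-cell, mast-cell or basophil name, so no share was computed for them. A cluster of 109 cells led by Klk1, Siglech and Cox6a2 had its highest score for B or plasma cells but stayed unnamed. Its 10 leading genes held 2 of the dendritic list (Siglech and Ccr9) and 1 of the B- and plasma-cell list. This cluster lies outside the dendritic- or Langerhans-like share, and which kind of cell it holds stays open. It held up to 2.85% of the immune cells of a library (E1), and without upper limits on genes and UMIs a cluster of 109 cells with the same leading genes took that name. Unnamed clusters held 8.35, 13.1, 6.73 and 3.32% of the immune cells of N, E, Y and EY, and 1 of them, led by haemoglobin genes, was closest to neutrophils: counting it in gave neutrophil-like shares of 0.156, 3.87, 0.143 and 7.58% in N1, N2, E1 and E2 and 8.01, 0.833, 37.0 and 21.0% in Y1, Y2, EY1 and EY2.

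**Figure D1:**
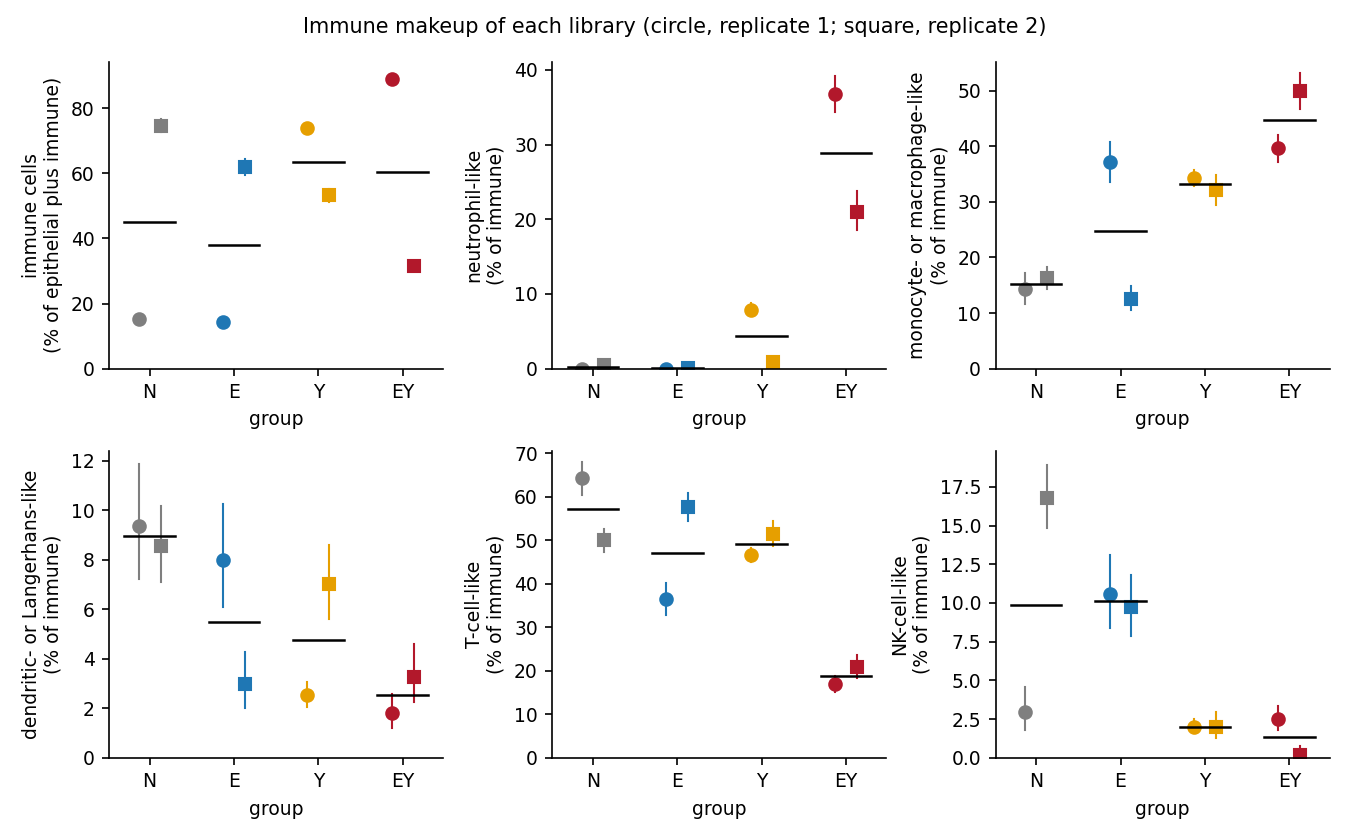
Percent of immune cells in 5 classes for each of the 8 libraries, by group; points are libraries and bars are group means. The neutrophil-like share is 21.0% and 36.8% in the EY libraries and at most 0.438% in those without the YAP transgene.

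Gene expression was compared in epithelial-like cells by summing UMIs per library, with the libraries as replicates and 13436 genes tested by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. EY against N called 3279 genes, 1598 higher and 1681 lower in EY. Y against N called 156 (132 higher, 24 lower), E against N 42 (41 higher, 1 lower), EY against Y 349 (139 higher, 210 lower) and EY against E 2845 (1346 higher, 1499 lower). The interaction, which asks whether both transgenes together differ from the sum of their separate log2 effects, called 0 genes, with 1766 at an unadjusted p under 0.05. Across all 8 libraries in an additive model, the YAP transgene called 1647 genes (946 higher, 701 lower) and E6-E7 called 72 (71 higher, 1 lower). On simulated counts in which 200 of the 13436 genes were changed, the same steps recovered 61.0% of them for EY against N, 44.0% for the interaction, 84.0% for the YAP effect and 84.5% for the E6-E7 effect.

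These counts depended on which cells were summed. A gland-like cluster of 436 cells (led by Wfdc18, Msln and Psca) and a cluster of 222 cells were left unnamed and so stayed out. With both added, EY against N called 1414 genes, of which 1404 were among the 3279, Y against N called 0 (1353 at an unadjusted p under 0.05), E against N 6, EY against Y 0 (2745 unadjusted), EY against E 1102, the YAP effect 627 and the E6-E7 effect 31. A minimum of 200 genes per cell, which also named the gland-like cells epithelial-like, gave 592 genes for EY against N and 494 for the YAP effect. Without upper limits on genes and UMIs per cell the counts were 5982 and 6054. Single libraries moved the main-effect counts as well. The YAP effect called 935 genes without N1, 1050 without N2, 558 without E1, 694 without E2, 652 without Y2, 850 without EY1 and 866 without EY2, against 2240 without Y1. The E6-E7 effect called 33 without N1, 19 without N2, 18 without E1, 6 without Y1, 30 without Y2, 14 without EY1 and 45 without EY2, against 68 without E2.

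The genes named here had the largest log2 fold changes among called genes at 20 CPM or more in 1 group, with no overlap between the libraries of the compared groups. In EY against N, Crct1 (ENSMUSG00000027913, chromosome 3, 93014205 to 93015687, minus strand) rose from 0.994 CPM ± 0.00191 in N to 533 ± 75.3 in EY (SD, n = 2), by 9.06 (SE 1.61, adjusted p 0.0119). Orm1 (ENSMUSG00000039196, chromosome 4, 63344560 to 63348163, plus strand) rose from 0.112 to 41.1 CPM, by 8.59 (SE 0.57, adjusted p 0.00150). Whether reads of its close paralogs were counted as Orm1 was not analysed here. The long noncoding RNA Mirt1 (ENSMUSG00000097636, chromosome 19, 53443230 to 53464796, minus strand) rose from 0.0697 to 29.9 CPM, by 8.0 (SE 1.17, adjusted p 0.00728), or 12.49 without N1, which held all 7 of the UMIs in N. The chemokine Ppbp (ENSMUSG00000029372, chromosome 5, 90768518 to 90770063, plus strand) had 1 UMI among 57880252 in N and 399 among 39971004 in EY, a ratio of 578 with a counting interval of 103 to 22877 (fitted log2 fold change 10.11, SE 1.69, adjusted p 0.0104). Ppbp fell by 2.59 when the unnamed clusters were added, so its direction holds for the named epithelial-like cells only. Among the falls, Egfl6 (ENSMUSG00000000402, chromosome X, 166523007 to 166585720, minus strand) went from 21.3 to 0.941 CPM (log2 fold change −5.98, SE 0.84, adjusted p 0.00649, and −3.68 without EY2). Jakmip2 (ENSMUSG00000024502, chromosome 18, 43531407 to 43687773, minus strand) went from 43.0 to 2.09 CPM (−5.18, SE 0.49, adjusted p 0.00354). The keratin gene Krt24 (ENSMUSG00000020913, chromosome 11, 99279959 to 99285262, minus strand) went from 177 to 9.09 CPM (−4.95, SE 0.91, adjusted p 0.0129). With the unnamed clusters added, the rise of Crct1 was 6.70 and no longer past the threshold.

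In Y against N the rule named Crct1 again (750 CPM ± 687, log2 fold change 9.55, SE 1.63, adjusted p 0.0439), with 264 CPM in Y1 and 1235 in Y2. Klk12 (ENSMUSG00000044430, chromosome 7, 43768897 to 43773585, plus strand) rose from 0.365 to 34.2 CPM, Mal (ENSMUSG00000027375, chromosome 2, 127633226 to 127656695, minus strand) from 2.35 to 70.9 CPM, and the oxygen-sensing hydroxylase gene Egln3 (ENSMUSG00000035105, chromosome 12, 54178981 to 54203860, minus strand) from 7.86 to 201 CPM. Their log2 fold changes were 6.55, 4.87 and 4.64, each with an adjusted p of 0.0259. Has3 (ENSMUSG00000031910, chromosome 8, 106870242 to 106884566, plus strand) fell by 3.10 on the log2 scale (SE 0.50, adjusted p 0.0385). Jakmip2 fell by 2.37 (SE 0.36, adjusted p 0.0378), and Sfrp1 (ENSMUSG00000031548, chromosome 8, 23411502 to 23449632, plus strand) by 1.96 (SE 0.33, adjusted p 0.0418). None of these 7 calls held with the unnamed clusters added, where Mal rose by only 0.22 and the other 6 kept their direction.

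In E against N the 4 largest rises under the same rule, with its floor of 20 CPM, were of Zcwpw1 and of genes of the interferon response. Zcwpw1 (ENSMUSG00000037108, chromosome 5, 137787798 to 137822621, plus strand), a reader of histone methylation best known from meiosis, rose from 1.41 CPM ± 0.235 to 31.6 ± 16.1 (log2 fold change 4.44, SE 0.45, adjusted p 0.0176). Ifi44 (ENSMUSG00000028037, chromosome 3, 151730922 to 151749960, minus strand) rose by 3.69 (SE 0.29, adjusted p 0.0158), Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818, minus strand) by 3.34 (SE 0.40, adjusted p 0.0239) and Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009, plus strand), a member of a gene family whose transcripts can be hard to tell apart, by 3.24 (SE 0.34, adjusted p 0.0180). With the unnamed clusters added, Ifi44 alone of these 4 kept its call. The single falls of 2 comparisons were looked up after their values were seen. The noncoding 2610507I01Rik was the 1 gene lower in E (−6.83, SE 0.64, adjusted p 0.0176), with 1 UMI in E against 137 in N, a ratio of 158 between N and E with a counting interval of 27.8 to 6275. With the unnamed clusters added it fell by 6.04 and lost its call (adjusted p 0.0588). The call was also lost at a minimum of 200 genes (0.0669), with Scrublet calls removed (0.0614) and at resolution 1.0 (0.0679). Eppk1 was the 1 gene lower with E6-E7 in the additive model (−0.77, SE 0.13, adjusted p 0.0433), and its adjusted p rose to between 0.0857 and 0.185 when any 1 library was left out.

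A panel of 28 genes written before the data were examined held checks of the transgenes and genes that the study had named. For EY against N, 15 of the 27 tested were called higher and 2 lower over all genes, and 18 and 2 when adjusted over the list alone. For Y against N 6 were called higher, and 11 when adjusted over the list alone. For E against N it was 0 in both cases. At an unadjusted p under 0.05 there were 3 genes, named after their values were seen: Mcm2 and Ereg, higher, and Nrg1, lower. The study named Pdpn, Slpi, Anxa3, Klk10 and Eno1 from clusters of these cells, so the counts adjusted over the list alone are not independent evidence. Ankrd1 had too few UMIs to be tested. The YAP target Amotl2 was at 6.90 CPM ± 3.10 in N and 56.5 ± 7.59 in EY (log2 fold change 2.97, SE 0.46, adjusted p 0.00839), and rose by 3.57 in Y (SE 0.46, adjusted p 0.0259). Slpi rose by 7.08 in EY (SE 0.90, adjusted p 0.00559) and 5.30 in Y (SE 0.84, adjusted p 0.0378), Anxa3 by 4.54 and 3.39, Pdpn by 3.16 in EY, Klk10 by 1.98 and Eno1 by 1.52. Slpi, Pdpn, Axl, Ccn2, Tnf, Cxcl1, Cxcl2 and Csf3 were over 5 times higher in another cell class than in epithelial-like cells. Of the ligands of the epidermal growth factor receptor family in EY, Epgn rose by 3.63 (SE 0.61, adjusted p 0.0103), Nrg1 by 1.14 (SE 0.30, adjusted p 0.0316, and 0.68 without EY2), and Ereg had 4 UMIs in N against 355 in EY, a ratio of 129 with a counting interval of 49.8 to 474. The fitted rise of Ereg was 6.66, and 10.38 without N1, which held all 4 UMIs. The cytokine Csf3 had 0 UMIs in N and 355 in EY, at least 171-fold higher, of which EY2 held 349 (adjusted p 0.00736). Cxcl2 rose by 3.0 (SE 0.83, adjusted p 0.0378), while Cxcl1 and Tnf were not called. Among basal genes Trp63 fell by 1.58 (SE 0.44, adjusted p 0.0372) and Sox2 by 1.13 (SE 0.19, adjusted p 0.0107), Sox2 lying within the transcript Sox2ot on the same strand. Krt14, Itga6, Mki67, Cdkn1a and Mdm2 were not called, and the EY and N libraries overlapped for all 5. With the unnamed clusters added, Anxa3, Nrg1, Cxcl2, Ccn2, Trp63 and Sox2 lost their calls in EY and all 6 called rises lost theirs in Y, with no change of direction.

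**Figure D2:**
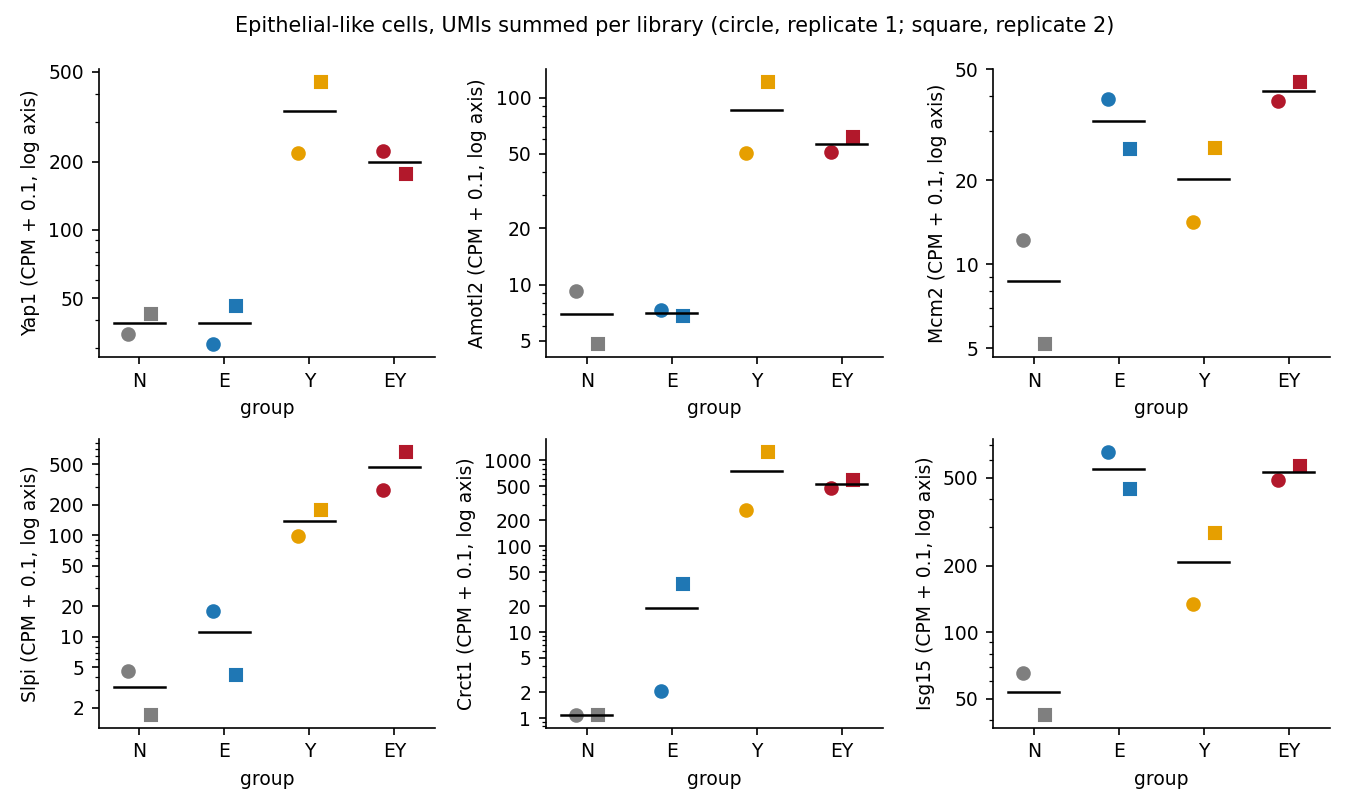
Expression of 6 genes in epithelial-like cells of each library, as CPM plus 0.1 on a log axis, by group; points are libraries. Yap1 is at most 46 CPM in libraries without the YAP transgene and at least 177 CPM in those with it, and Isg15 is at most 65.3 CPM in N and at least 447 in E.

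To compare programmes, 11 gene sets written in advance were tested in 4 contrasts by camera with a preset correlation of 0.01, adjusted over all 44 tests, with the rotation test fry beside it. For E against N, 3 sets passed camera. These were the Interferon-stimulated set (median log2 fold change 2.66, 35 of 35 genes higher, adjusted p 2.39e-256), G1/S (0.93, 41 of 41 genes, adjusted p 5.77e-21) and Squamous differentiation (0.08, 25 of 41 genes, adjusted p 0.0310). For Y against N, 7 sets passed, all higher: YAP targets (0.93, 20 of 20 genes, adjusted p 7.25e-13), Granulocyte attractants (1.93), Squamous differentiation (0.97), Interferon-stimulated (0.89), G1/S (0.86), Hypoxia/glycolysis (0.68) and mTORC1 signalling (0.31). For EY against N, 8 sets passed. Granulocyte attractants (2.91), Interferon-stimulated (2.04), G1/S (1.57), Hypoxia/glycolysis (1.09), mTORC1 signalling (0.95), G2/M (0.48) and YAP targets (0.42) were higher, and Basal progenitor (−0.36) was lower. Partial EMT (−0.05, 0.07 and 0.23 in E, Y and EY against N) and p53 targets (−0.03, 0.15 and −0.02) passed in none. Under fry the calls that held were Interferon-stimulated in E (adjusted p 0.0163) and EY (0.0163), YAP targets (0.0211) and Squamous differentiation (0.0219) in Y, and Hypoxia/glycolysis (0.0243) and Granulocyte attractants (0.0211) in EY. The other 12 calls against N did not hold under fry. Without genes over 5 times higher in another class, 3 sets lost their camera call in EY against N: YAP targets (0.14 on 12 of 20 genes, adjusted p 0.0576), Basal progenitor (−0.28 on 27 of 29 genes, adjusted p 0.149) and Granulocyte attractants, left with 2 of 12 genes (adjusted p 0.157). Partial EMT newly passed camera in Y against N there (0.15 on 34 of 67 genes, adjusted p 0.0313). The granulocyte transcripts S100a8 and S100a9 took 0.101 and 0.0345% of the UMIs of epithelial-like cells in EY1 and EY2, against 0.000326 to 0.00280% in N and E.

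Several of these medians moved when single libraries were left out. G2/M in EY against N was −0.04 without EY2 and 1.13 without N1, and Basal progenitor −0.12 without N2 and −0.80 without EY1. YAP targets in EY against N lay between 0.13 without E2 and 0.26 without N2 in the 6 fits that left out a library of N, E or Y. Libraries of E and Y are not part of that contrast, so the shift there was not set by their values. Each fit applied the filter on low counts again, and the main fit had tested 20 of the 22 listed genes. Genes entering the set may have moved the median, which was not tested apart. G1/S in E against N was 0.30 without E1, 0.50 without N2 and 1.61 without N1, in Y against N 0.30 without Y2, 0.42 without N2 and 1.5 without N1, and in EY against N 1.0 without EY2. Hypoxia/glycolysis (0.36), Squamous differentiation (0.64) and mTORC1 signalling (0.19) in Y against N were lower without Y2, mTORC1 signalling in EY against N was 0.56 without EY2, and Squamous differentiation in E against N changed sign without E1 (−0.13). For the interaction 7 sets passed camera, and of these Squamous differentiation alone held under fry (median −0.58, adjusted p 0.0243). The others were Interferon-stimulated (−1.55, with 0 of 35 genes above 0), Granulocyte attractants (0.98), Hypoxia/glycolysis (0.60), mTORC1 signalling (0.58), Basal progenitor (−0.38) and G2/M (0.23), with adjusted p under fry from 0.0540 to 0.868.

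**Figure D3:**
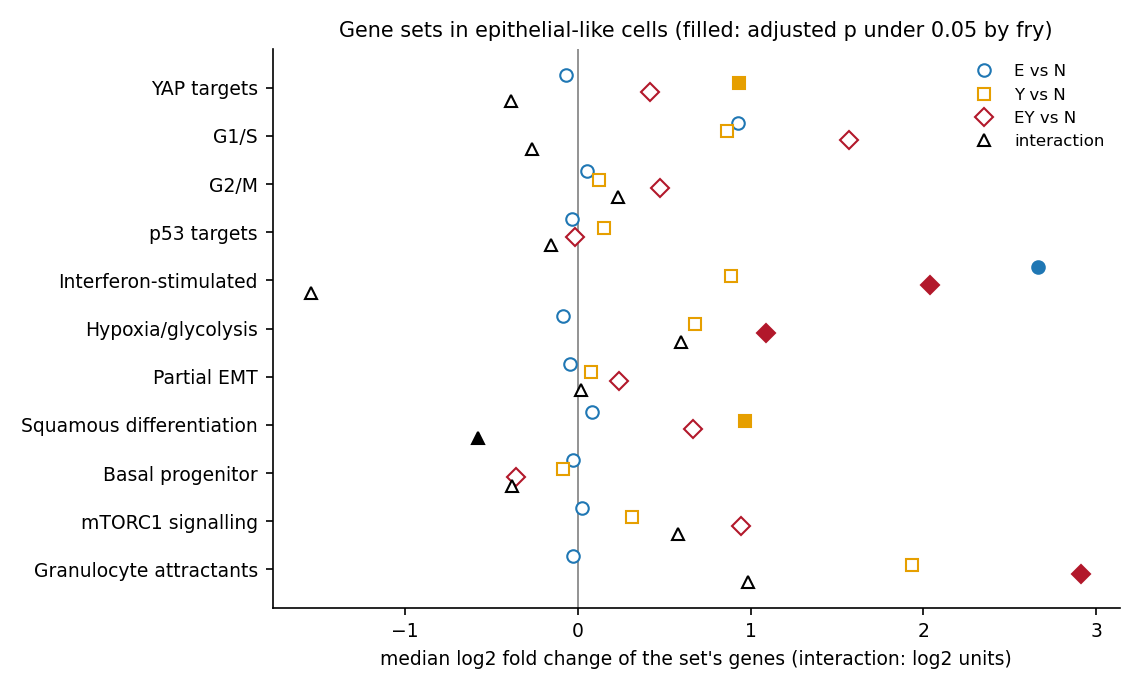
Median log2 fold change of 11 gene sets in epithelial-like cells for E, Y and EY against N and for the interaction; filled points have an adjusted p under 0.05 by fry. The Interferon-stimulated set is highest in E against N (2.66), and the Granulocyte attractants set in EY against N (2.91).

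The share of cycling epithelial-like cells, those with a UMI of Mki67 or Top2a once each cell was thinned to 2000 UMIs, was 27.2% in N1, 19.5% in N2, 29.5% in E1, 16.9% in E2, 20.3% in Y1, 28.4% in Y2, 24.2% in EY1 and 48.5% in EY2. Unthinned shares were 50.6, 51.4, 54.7, 49.4, 45.5, 54.4, 49.4 and 88.3% in the same order. Neutrophil-like cells, which should not divide, gave 2.84% (32 of 1127, median 7276 UMIs before thinning) against 29.96% of all epithelial-like cells (3870 of 12916, median 15360 UMIs). The YAP difference was 7.06 points (exact permutation p 0.429, 1 of 4 libraries above the highest without it) and the E6-E7 difference 5.91 points (exact permutation p 0.571, 2 of 4). Under the cell filters used, both rested on EY2: without it they were 1.02 and −0.322, and the E6-E7 difference was 10.2 without E2. The YAP difference did not rest on EY2 alone without upper limits on genes and UMIs. Thinned shares there were 27.5, 38.8, 41.8 and 50.4% in Y1, Y2, EY1 and EY2. They were 26.5, 33.2, 29.7 and 22.2% in N1, N2, E1 and E2. The share and the CPM did not run together, since Mki67 was no higher in EY than in N (log2 fold change −0.25, SE 0.45), so no order of the groups was read from the share.

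Cells with more UMIs of the YAP targets set than the 95th percentile of N cells (over 4 UMIs after thinning) were 2.47% in N1, 2.51% in N2, 2.41% in E1, 1.44% in E2, 7.74% in Y1, 13.8% in Y2, 6.67% in EY1 and 2.78% in EY2. Ties at whole UMIs put N below its nominal share. All 4 libraries with the YAP transgene lay above the other 4, by 5.55 points on average (7.75% ± 4.58 against 2.21% ± 0.512, SD, n = 4, exact permutation p 0.0286, the smallest possible). EY2 lay closest to them, and its exact interval of 2.11 to 3.58% held the shares of N1, N2 and E1. The difference was 3.52 points without Y2. The alternative that moved it most was a maximum of 20% mitochondrial UMIs, at 10.9 points (exact permutation p 0.0286), where EY2 was at 8.17% (7.18 to 9.25%) and the highest library without the transgene, E2, at 4.32%. Thinning to 3000 UMIs moved it most among the settings that lost the call, to 7.604 points (exact permutation p 0.0571), because a library without the transgene then exceeded EY2. The p was 0.0571 without any 1 of N1, N2, E1 or E2, although the arms stayed apart. Unthinned shares over 20 UMIs were 4.40, 10.0, 3.32 and 11.0% in N1, N2, E1 and E2 and 29.95, 45.3, 23.5 and 12.0% in Y1, Y2, EY1 and EY2. The set's summed expression was 503 to 562 CPM in N and E, 919 in Y1, 1153 in Y2, 937 in EY1 and 642 in EY2.

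**Figure D4:**
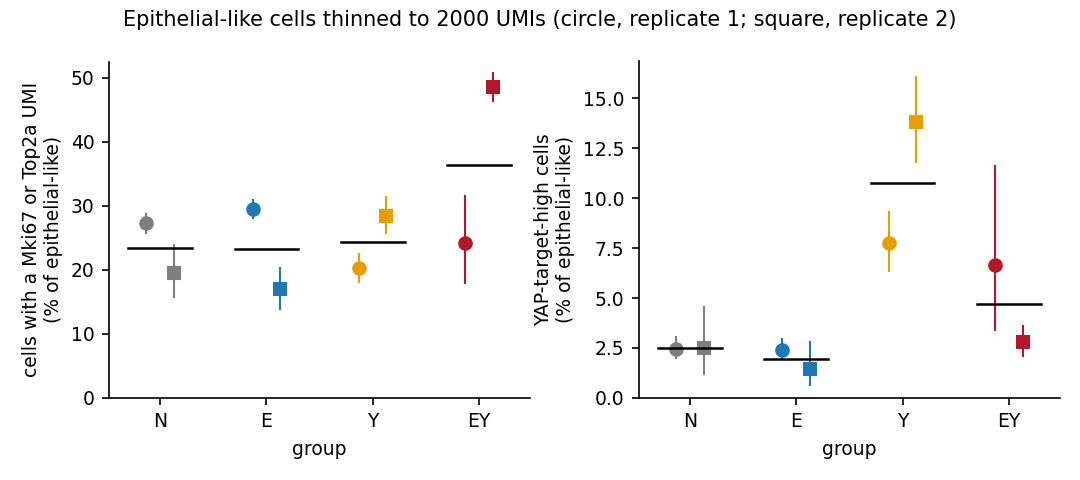
Percent of thinned epithelial-like cells that are cycling, and percent with high YAP-target UMIs, for each of the 8 libraries by group; points are libraries and bars are group means. The cycling share is 48.5% in EY2 and at most 29.5% elsewhere, and the YAP-target-high share is lowest with the YAP transgene in EY2 (2.78%).

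Immune cells were then compared with and without the YAP transgene, with E6-E7 as a covariate, to ask whether they respond to the altered epithelium. In monocyte- or macrophage-like cells 114 of 9789 genes were called, 84 higher and 30 lower. The count was 0 without N1 (1938 at an unadjusted p under 0.05), 252 without N2, 1 without E1, 9 without E2, 17 without Y1, 628 without Y2, 13 without EY1 and 32 without EY2. DESeq2 gave 626 and no filter on low counts 1372. The class joined clusters of unlike mix. One led by C1qc, C1qb and C1qa held 309, 374, 1608 and 461 cells of N, E, Y and EY, and one led by Saa3, Saa1 and Csf3 held 6, 4, 137 and 665. Genes can be called through this change of mix alone, and a response within either kind of cell was not tested apart from it. In T-cell-like cells 3 of 9819 genes were called, all higher, with 983 at an unadjusted p under 0.05. Chosen after their values were seen, they were Ccdc184 (log2 fold change 2.70, SE 0.26, adjusted p 0.00908), Il4i1 (4.38, SE 0.50, adjusted p 0.0208) and Crct1 (6.06, SE 0.59, adjusted p 0.00908). Crct1 was at 21.6 to 72.2 CPM in T-cell-like cells of the libraries with the transgene and at 264 to 1235 CPM in their epithelial-like cells. Il4i1 lost its call without N1, N2, E1, E2, Y1 or EY2 (adjusted p 0.0587 to 0.119), Crct1 without N2, E1 or E2 (0.0549 to 0.0963), and Ccdc184 without E1, E2 or EY2 (0.0549 to 0.0877). The T-cell count was 5 without N1, 1 without N2, 0 without E1 (811 unadjusted), 0 without E2 (648 unadjusted), 11 without Y1, 79 without Y2, 5 without EY1 and 1 without EY2.

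The last comparison, made without a test, asked which cells hold transcripts of collagen-degrading enzymes and of the receptors of granulocyte attractants. Neutrophil-like cells were numerous enough in Y1, EY1 and EY2. There Mmp8 was at 1563 CPM ± 374 and Mmp9 at 557 ± 47.5 (SD, n = 3 libraries), against 0.532 ± 0.886 and 0.340 ± 0.713 in epithelial-like cells (n = 8). In monocyte- or macrophage-like cells (n = 8) they were at 159 CPM ± 224, with up to 545 in 1 library, and 10.65 ± 15.7. Mmp13 was at 1.68 CPM in neutrophil-like, 95.1 in monocyte- or macrophage-like and 0.265 in epithelial-like cells. Mmp14 was highest in monocyte- or macrophage-like cells at 236 CPM ± 34.4, against 49.5 ± 10.6 in epithelial-like and 4.73 ± 1.93 in neutrophil-like cells. Mmp2 was at 44.7 CPM ± 13.5 in epithelial-like and 1.10 ± 0.501 in neutrophil-like cells, and Mmp1b at or near 0 in all. The receptor Cxcr2 was at 426 CPM ± 194 in neutrophil-like and 0.242 ± 0.151 in epithelial-like cells, Csf3r at 224 ± 142 and 0.331 ± 0.393, and Cxcr1 at 12.5 ± 10.7 and 0. In monocyte- or macrophage-like cells Cxcr2 was at 20.6 CPM ± 31.6 (up to 93.1) and Csf3r at 34 ± 5.93. Mmp8, Mmp9, Cxcr2 and Csf3r were on the list by which the neutrophil-like cells were named, so their levels there are not independent of the name. At a minimum of 200 genes per cell the same 3 libraries gave means within 1 SD of these for every gene (Mmp8 1534 CPM, Csf3r 234). The larger neutrophil-like class of that setting differed between groups, with Mmp8 at 38.4 and 159 CPM in N1 and N2 against 1828 and 1726 in EY1 and EY2, and Csf3r at 815 and 1227 against 219.8 and 88.4.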

Values the study reported

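The study reported 12,771 epithelial cells in 8 clusters, of which 3,783 came from N, 4,529 from E, 2,311 from Y and 2,148 from EY mice. It reported 11,286 immune cells in 13 clusters, 1,964 from N, 1,571 from E, 5,163 from Y and 2,583 from EY. Cells that it named myeloid-derived suppressor cells made up 65% of the immune cells in EY. It described their monocytic and granulocytic kinds as about equal in number.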

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

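The tests in this part chosen only after the result was seen were those of the class shares of single libraries and of library sex, the counts of other splits, the cells without Mki67 or Top2a UMIs, and the division of the monocyte rises and interaction sets into parts. The fit with equal cells and UMIs was planned, and its comparison with other splits was added after. Values standing far from the other 3 libraries of an arm were looked for in 36 arms of 4 libraries over 9 measures, and 7 were found. Chance alone gives about 5% of arms, and the arms share libraries.

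The neutrophil-like share of Y1 (7.88%) lay far from the other 3 libraries without E6-E7. At a minimum of 200 genes per cell the 4 shares were 4.93, 7.78, 10.9 and 19.8%, the highest was N2, and the gap of the highest to its neighbour was 0.601 of the range, under the 95% critical value for 4 values. Neutrophils with few genes, lost from the other libraries under the 1000-gene minimum, are therefore a candidate explanation. The same holds for the difference with the YAP transgene, whose exact permutation p was 0.486 at 200 genes against 0.0286 in the report. It stays open because that setting named a pair of neutrophil-like clusters. One of 1647 cells was led by Ngp, Retnlg and Camp and held 10 cells of N, 4 of E, 463 of Y and 1170 of EY. The other, of 749 cells, was led by Csf3r, Treml4 and Hdc and held 384, 268, 58 and 39. The biological explanation, a response to the YAP transgene in the first kind of cell, was not tested apart from cell quality.

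The monocyte- or macrophage-like share of E1 (37.1%) lay apart from the other libraries without the YAP transgene. At resolution 1.0, where part of the class is named dendritic-like, the 4 shares were 8.10, 8.43, 9.28 and 22.3%, with the gap at 0.917 of the range, which argues against the border between these classes. The animal, the E6-E7 transgene and cell preparation stay open, and E2 (12.6%) had the same transgene. The NK-cell-like share of N2 (16.8%) lay apart from the other libraries without E6-E7. With cells classed by marker share the 4 values were 2.59, 2.74, 5.15 and 14.7%, with the gap at 0.789 of the range and so under the critical value. The border drawn by the clusters may thus add to the distance, though N2 was still the highest. The YAP-target-high share of E2 (1.44%) lay below the other libraries without the YAP transgene. It rested on 8 of 555 cells, and the upper limit of its exact interval was 2.82%, above the other 3 shares, so few cells counted is a candidate explanation.

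Xist, which is expressed from the inactive X chromosome of females, was at 636 CPM in Y2 and lay apart in both arms that hold Y2. Ddx3y and Eif2s3y of the Y chromosome were at 0.133 and 0.0994 CPM there, against at least 25.4 and 42.7 CPM in each other library. The other libraries had 0 to 0.638 CPM of Xist, the highest being N2, which lay apart from the other libraries without the YAP transgene on 14 UMIs. The transcripts separate Y2 as coming from an animal of the other sex. A library of the other sex is no full account of the YAP effect, since 652 epithelial genes were called without Y2. Each of the other 33 splits of those 7 libraries into 3 and 4 that could be fitted called 0, although the counts at an unadjusted p under 0.05 came close, at up to 3709 against 3782. A difference of sex stays confounded with the replicate in every value of group Y.

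In epithelial-like cells 1 of the 34 splits of the 8 libraries into 4 and 4 that could be fitted (of 35) called as many genes as the YAP transgene (1647), namely the real one, and the next highest called 2. For E6-E7 (72 genes) it was also 1 of 34, with 2 for the next highest, and for monocyte- or macrophage-like cells (114 genes) 1 of 34, with 23. For T-cell-like cells (3 genes) 3 of 34 splits called as many, up to 19 genes for N1, E1, E2 and Y2 against the rest, so grouping by chance was not excluded for them. Unequal depth is no full account of the YAP effect: 937 genes were called with equal cells and UMIs, and at most 1 by any other split of the same data. In the additive fits 1 library could still decide much of a count, with 558 genes for YAP without E1, 6 for E6-E7 without Y1 and 0 in monocyte- or macrophage-like cells without N1 (1938 at an unadjusted p under 0.05). Of the 84 rises in monocyte- or macrophage-like cells, 16 were over 5 times higher in neutrophil-like cells on average and 43 were higher there at all, short of the outcome written beforehand for RNA or cells of neutrophils (most over 5 times higher). In each of the 3 libraries with enough neutrophil-like cells, 40 rises were at a lower level in these than in the monocyte- or macrophage-like cells, which argues against RNA or cells of neutrophils for those 40. They stay open for the other 44. The change in the mix of clusters within the class stays open for all 84.

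The effect of the transgenes together differed from the sum of their effects for 7 gene sets by camera. The medians of the interaction were 0.23 for G2/M, −1.55 for Interferon-stimulated, 0.60 for Hypoxia/glycolysis, −0.58 for Squamous differentiation, −0.38 for Basal progenitor, 0.58 for mTORC1 signalling and 0.98 for Granulocyte attractants. Only Squamous differentiation held under fry. Without genes over 5 times higher in another class 5 of the 7 kept their call. For 4 of these (Interferon-stimulated, Hypoxia/glycolysis, Squamous differentiation and mTORC1 signalling) genes had been removed, which argues against RNA from other cells as their whole cause. RNA from other cells stays open for the other 3: G2/M lost no gene, Granulocyte attractants was left with 2 of 12 genes (median 1.34, call lost), and Basal progenitor lost its call with 27 of 29 genes (median −0.32). In cells without a UMI of Mki67 or Top2a 7 of 7 kept a camera call with its direction, but the choice of cells did not even out cycling. There the median of G2/M rose to 1.68 in the interaction and from 0.48 to 1.59 in EY against N, and EY2 kept 11.7% of its cells against 45.3 to 54.5% elsewhere. These calls therefore say nothing on the share of cycling cells, which stays open. The median of Squamous differentiation in those cells was 0.05, opposite in sign to the report, although camera, which compares the set's mean with that of other genes, called it lower there too. Leaving out 1 library gave medians from −0.27 to 1.10 for G2/M, −1.86 to −1.29 for Interferon-stimulated, 0.31 to 0.95 for Hypoxia/glycolysis, −1.24 to −0.36 for Squamous differentiation, −0.65 to −0.20 for Basal progenitor, 0.15 to 0.77 for mTORC1 signalling and 0.41 to 1.91 for Granulocyte attractants. G2/M changed sign without N1 (−0.27), E2 (−0.13) or EY2 (−0.23). These fits also applied the filter on low counts again, so the genes of a set could differ from the main fit.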

How the results depend on the processing

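The tests in this part chosen only after the data were seen were those without upper limits, in cells without Mki67 or Top2a UMIs, with the unnamed clusters added, with the haemoglobin-led cluster counted, and the removal of single libraries for gene sets and immune-cell genes. No paired analysis was possible because the labels give no replicate numbers shared between groups, and the numbers used here only name libraries. N1 and E1 were alike in epithelial-like cells (3406 and 3981, against 399 and 555 in N2 and E2). Their median UMIs were also alike (13682 and 12667, against 23242 and 23560). Y1 and Y2 (1319 and 1041 cells) and EY1 and EY2 (166 and 2054) did not repeat that order. Whether N1 and E1 were prepared together is not known, and E against N made no allowance for it. The planned fit of cells with no UMI of the G2/M set was not run, since 3 cells qualified, and cells without Mki67 or Top2a UMIs took its place. Unless a cause is given, the cause of a change was not tested.

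Of the share results, 90 values under other settings kept their direction and side of the threshold, 4 no longer passed and 1 reversed. The reversed one was the NK-cell-like share with E6-E7 at a minimum of 200 genes (0.248 points). The YAP-target-high share lost its call when thinned to 3000 UMIs (7.604 points), at a minimum of 200 genes (6.28), with Scrublet calls removed (5.595) and at resolution 1.0 (5.89), with exact permutation p from 0.0571 to 0.0857. Across the 8 fits that each left out 1 library it ranged from 3.52 to 7.21 points, the E6-E7 difference in the immune share from −18.4 to 6.57, in the NK-cell-like share from −1.81 to 3.41 and in the cycling share from −0.322 to 10.2.

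For EY against N the count of called genes was 477 at an adjusted p under 0.01 with a log2 fold change over 1, 1335 with equal cells and UMIs, 1414 with the unnamed clusters added, 592 at a minimum of 200 genes, 1364 with Scrublet calls removed, 1355 at resolution 1.0, 5982 without upper limits and 1913 from only the 4 libraries compared. In the same order EY against E gave 249, 973, 1102, 202, 1103, 1059, 5779 and 1024. Removing Scrublet calls, resolution 1.0 and the minimum of 200 genes also named the gland-like cells epithelial-like, as adding the unnamed clusters did, so their counts share that change of cells.

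For Y against N the strict threshold gave 0 genes (1817 at an unadjusted p under 0.05), no filter on low counts 1291, equal cells and UMIs 53, the unnamed clusters 0 (1353 unadjusted), 200 genes 1, 20% mitochondrial UMIs 292, Scrublet 0 (1369 unadjusted), resolution 1.0 0 (1354 unadjusted), no upper limits 1609, DESeq2 530 and only the 4 libraries 9. For E against N the strict threshold gave 0 (535 unadjusted), no filter 366, cells without Mki67 or Top2a UMIs 75, the unnamed clusters 6, 200 genes 4, Scrublet 6, resolution 1.0 4, no upper limits 66, DESeq2 137 and only the 4 libraries 1. For EY against Y the strict threshold gave 4, no filter 2343, equal cells and UMIs 18, cells without Mki67 or Top2a UMIs 835, the unnamed clusters 0 (2745 unadjusted), 200 genes 0 (2099 unadjusted), 20% mitochondrial UMIs 528, Scrublet 0 (2671 unadjusted), resolution 1.0 0 (2643 unadjusted), no upper limits 694, DESeq2 1042 and only the 4 libraries 6. The interaction called 729 without a filter, 1 with equal cells and UMIs, 5 in cells without Mki67 or Top2a UMIs, 30 without upper limits and 105 with DESeq2.

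For the YAP effect the strict threshold gave 314 genes, no filter 3634, equal cells and UMIs 937, the unnamed clusters 627, 200 genes 494, Scrublet 634, resolution 1.0 622, no upper limits 6054 and DESeq2 2880. It ranged from 558 to 2240 genes across the 8 fits that each left out 1 library. For E6-E7 the strict threshold gave 2, no filter 1111, cells without Mki67 or Top2a UMIs 195, the unnamed clusters 31, 200 genes 36, Scrublet 36, resolution 1.0 31, no upper limits 35 and DESeq2 329, and leaving out 1 library gave 6 to 68. Of the 1647 genes called for YAP, 617 were among the 627, 797 among the 937 and 1642 among the 2880. In monocyte- or macrophage-like cells the strict threshold gave 6, no filter 1372, DESeq2 626 and resolution 1.0 176, and leaving out 1 library gave 0 to 628. In T-cell-like cells no filter gave 548, DESeq2 128, 200 genes 29, resolution 1.0 1 and no upper limits 24, and leaving out 1 library gave 0 to 79. RLE scaling moved no count by over 1.5 times. Without a filter, genes with few UMIs enter the test, which the simulated data did not cover.

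Among values of single genes, 507 kept direction and side, 123 no longer passed, 20 newly passed and 12 reversed. Ppbp in EY against N was −2.59 with the unnamed clusters, −2.83 at 200 genes, −2.57 with Scrublet calls removed and −2.57 at resolution 1.0, with adjusted p from 0.435 to 0.451. The other reversals were of genes not called: Cdkn2a was −0.078 with DESeq2 and −0.43 without upper limits, Cdkn1a −0.21 without upper limits, Mdm2 −0.033 in cells without Mki67 or Top2a UMIs and −0.062 without upper limits, Mki67 0.043 at 20% mitochondrial UMIs, and Yap1 in E against N −0.034 with equal cells and UMIs and −0.16 without upper limits. Of the T-cell genes Il4i1 lost its call at 20% mitochondrial UMIs (3.75, adjusted p 0.0792) and Ccdc184 at resolution 1.0 (1.0002, adjusted p 0.822). Crct1 was the 1 gene called at that resolution, so Il4i1 was not called there either.

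The count of gene sets past the threshold in E against N was 1 under fry and 5 without upper limits, in Y against N 2 under fry, in EY against N 3 under fry and 5 without genes of other classes, and for the interaction 1 under fry. Of the set medians 218 kept direction and side, 27 no longer passed, 6 newly passed and 13 reversed. In E against N, G2/M was −0.21 and mTORC1 signalling −0.028 without upper limits, Squamous differentiation −0.20 and Basal progenitor 0.087 in cells without Mki67 or Top2a UMIs, and Basal progenitor 0.026 with the unnamed clusters. In Y against N, Basal progenitor was 0.035 in cells without Mki67 or Top2a UMIs. In EY against N, p53 targets was 0.014 with RLE scaling, 0.025 without genes of other classes and 0.064 with the unnamed clusters. For the interaction, G1/S was 0.27 in cells without Mki67 or Top2a UMIs and 0.085 without upper limits, Partial EMT −0.015 without genes of other classes, and Squamous differentiation 0.049 in cells without Mki67 or Top2a UMIs. Leaving out 1 library gave −0.13 to 0.38 for Squamous differentiation in E against N, −0.039 to 1.13 for G2/M in EY against N and −0.27 to 1.10 for G2/M in the interaction. The filter on low counts was applied again in each of these fits. Depth limited EY1 most, with 166 epithelial-like cells.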

Other observations

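The tests in this part chosen before their result was seen were those of the meiosis list, the Interferon-stimulated set, Csf3 and the unnamed clusters; the choice of 2610507I01Rik and the reading of Csf3 by the markers below it were made after.

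Adding the unnamed epithelial clusters lowered the YAP count from 1647 to 627 genes and raised the common biological coefficient of variation from 0.261 to 0.316. Their largest cluster was 13.8% of the epithelial branch in N2, 2.93% in N1 and 0% in Y2. Over genes less than 2 times higher in the added cells (1999 genes left out), the coefficient was 0.237 without and 0.239 with the clusters, and the counts were 1317 and 942, within 1.5 times of each other. The added cells may therefore lower the count by raising the spread of the genes they express, because their share differs between libraries. Whether such cells belong to the epithelium under study was not tested.

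The Interferon-stimulated set was higher in E than in N by a median of 2.66. Without genes over 5 times higher in another class the median was 2.50, which argues against RNA from other cells as its cause. A response to E6-E7 and one to the animals' state were not tested apart.

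Csf3 in epithelial-like cells of EY was tested for free RNA of monocyte- or macrophage-like cells, where it was at 89.3 CPM in EY1 and 254 in EY2. Its level in epithelial-like cells was 3.65% of that in EY2 (349 UMIs) and 2.81% in EY1 (6 UMIs). The median of 24 abundant markers of that class was 0.159% in EY2 and 0.439% in EY1, and Lyz2 was at 0.0766 and 0.376%. Free RNA would bring the abundant markers at no lower a rate than Csf3, and 18 of the 24 were below it in each library, which argues against free RNA as the whole cause. The outcome written beforehand against free RNA, a ratio above every marker, was not met: the other 6 of 24 markers were at or above Csf3 in each library, the highest being Ctsd in EY2 (82.0%) and Ctsb in EY1 (17.6%). Whether epithelial cells transcribe those genes themselves was not tested. Pairs of cells in 1 droplet stay open.

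After Smc1b, Rbm46 and Zcwpw1 were seen among the largest rises in E, a list of 54 other genes of meiosis was written, of which 19 could be tested. In E against N 15 of the 19 were higher, with a median log2 fold change of 0.78 (fry p 0.00438, adjusted over 4 contrasts 0.0101). The median was 1.49 in EY against N (p 0.00503, adjusted p 0.0101), 0.93 in EY against Y (p 0.00919, adjusted p 0.0123) and 0.07 in Y against N (p 0.747). In E against N, Stag3 was called by edgeR (4.50, SE 0.49, adjusted p 0.0205), while Smc1b (6.24, adjusted p 0.0746) and Rbm46 (adjusted p 0.0973) were not. Rbm46 was at 0 CPM in N1 and N2, so its fitted log2 fold change of 10.89 has no defined size. Stag3 was at 0.547 and 0.118 CPM in N1 and N2, 12.9 and 7.73 in E1 and E2, 0.161 and 0.0977 in Y1 and Y2, and 11.3 and 15.8 in EY1 and EY2. A candidate explanation is that E6-E7 raises genes of meiosis as a class. Several of these genes were near the detection limit.

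The noncoding 2610507I01Rik had 123 UMIs in N1, 14 in N2, 1 in E1, 0 in E2, 49 in Y1, 46 in Y2, 3 in EY1 and 62 in EY2. Its near absence in E was not shared by EY2, so it did not follow the E6-E7 transgene. A strain variant was not tested.

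Named epithelial cells numbered 3805 in N, 4536 in E, 2360 in Y and 2220 in EY, and the immune branch held 2011, 1638, 5170 and 2588 cells. Neutrophil-like cells were 798 of the 2588 immune cells of EY (30.8%), a class defined differently from the suppressor cells that the study counted.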
